A study of Mus musculus with 34 samples. Its data were reported in "The Adipocyte Acquires a Fibroblast-Like Transcriptional Signature in Response to a High Fat Diet" (2020).

How the data were processed

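RNA-seq was done on the stromal vascular fraction (SVF) of visceral white adipose tissue from male C57BL/6J mice that were fed a high fat diet (HFD) or a control diet (CHOW) for 8, 20 or 34 weeks. The SVF is what pellets when collagenase-digested fat is spun and the adipocytes float off. It holds immune cells, fibroblasts and progenitors, endothelial cells and mesothelial cells. The pellet was treated with an erythrocyte lysing buffer before RNA was extracted, and stranded poly(A) libraries were sequenced on an Illumina NextSeq. Groups and replicate numbers were taken from the sample titles. There were 4 CHOW and 6 HFD libraries at 8 weeks, 5 CHOW and 6 HFD libraries at 20 weeks, and 7 CHOW and 6 HFD libraries at 34 weeks.

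The authors checked reads with FastQC and MultiQC, trimmed adapters and low-quality ends with Trimmomatic, and quantified transcripts with Salmon against the protein coding and long non-coding transcripts of gencode M10 before summing to genes. Software versions are not given in the sources used here. The values the authors deposited are TPM (length-corrected transcript shares that sum to the same total in each library) per gene, in 1 table for 8 and 20 weeks (21 libraries) and another for 34 weeks (13 libraries). Each table listed 32098 genes and each library summed to 1000000 TPM. TPM is a share of each library, so a gene falls when others take more of the total. It keeps no read depth, so the depth per library is unknown and no interval or floor from counts is given. The authors ran their own differential expression test (DESeq2) on counts, which TPM values do not allow. The count-based results are not analysed here, nor are the adipocyte libraries of the same mice.

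Gene IDs were matched to symbols, positions and gene types with gencode M21 (GRCm38), after the version suffix was dropped. A symbol was found for 31791 IDs, of which 24748 carried the same version. The authors' annotation was an older release, so gene limits may differ between the releases. All coordinates are GRCm38, counted from 1. The genes that hold immunoglobulin V segments resemble each other closely, so Salmon's division of reads among them is uncertain.

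TPM was transformed to log2(TPM + 1). Every log2 fold change here is on that scale, which understates the change of low genes. Genes at 1 TPM or more in at least 4 libraries of the 8 and 20 week table, or in at least 6 libraries of the 34 week table, were tested (the size of the smallest group in each). The tests were made with limma 3.58.1 in R 4.3.3 (lmFit with 1 mean per group, contrasts, and eBayes with a mean-variance trend). They were two-sided, with Benjamini-Hochberg adjustment over the genes of a comparison and a threshold of 0.05 on the adjusted p. All 21 libraries of 8 and 20 weeks shared 1 fit and 1 estimate of the spread. The 34 week table was fitted alone because the tables were made apart, and no test was run across them. The 6 comparisons were HFD against CHOW at each of the 3 times, 20 against 8 weeks on each diet, and the diet by time interaction, which tests whether the HFD effect at 20 weeks differed from that at 8 weeks. Errors are SDs between libraries for TPM and standard errors (SE) of the fit for log2 fold changes.

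A panel of 18 extracellular matrix and remodeling genes that the study measured by qPCR was fixed in advance, and its p-values were adjusted over the list alone and over all genes tested. A further result is not reported here. Whether the study chose the panel on these libraries is not given in the sources used here. The gene called Ctgf in the study is listed as Ccn2. In addition, 33 lists of marker genes (21 of cell types and 12 of cellular programmes) were tested with fry, a rotation test in limma that needs no assumed correlation between genes. It was run two-sided with adjustment over the lists of a comparison. At 34 weeks 32 lists had at least 3 tested genes. The same lists were tested with camera at a preset correlation of 0.01 and at an estimated one. A list score is the mean log2(TPM + 1) of its genes. Marker lists describe RNA in a mixed pellet and are not counts of cells, and 16 of the 599 genes were in more than 1 list. After the values had been seen, 4 more lists were added. They were 10 germ cell genes that had drawn attention in some libraries, 16 further germ cell genes whose values had not been looked at, 8 seminal vesicle genes, and 10 adipocyte genes whose values had not been looked at.

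Genes named in the text follow a rule. They are the panel genes and, for each comparison, up to 3 genes with the highest and 3 with the lowest log2 fold change. Those had to pass the adjusted p threshold, reach a mean of 5 TPM in one of the groups, have a proper symbol and, except for the interaction, show no overlap between the single libraries of both groups. Genes called in the same direction at all 3 times were to be named as well. Xist and Ddx3y were used to check sex.

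Agreement between comparisons was measured as Spearman's rho of log2 fold changes across genes, with a leave-one-library-out jackknife SE. Genes are not independent replicates, so rho was set against 100 draws in which diet labels were permuted within a time point. For the pair of comparisons that share the 8 week CHOW libraries, 100 simulated unchanged groups were used in place of permutations.

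The tests, filters, lists and naming rule above were fixed before the data were examined, except for the 4 added lists and the jackknife. Fry was run without a mean-variance trend from the start. Camera was first run with one, and it was changed to run without one after the first results had been seen. The alternatives listed next were also fixed before the data were examined. They were a pseudocount of 0.1 TPM, no filter, a filter at 5 TPM, median-ratio scaling, quantile normalization, sample quality weights, the replicate number as a block, a fit of only the 2 groups compared, an added threshold of 1 on the log2 fold change, both forms of camera, a Pearson correlation, and each library left out in turn. Chosen after the data were seen were 3 covariates (the germ cell, adipocyte and macrophage list scores), shuffles of those scores within groups, and fry with a mean-variance trend. A list was not tested with its own score as the covariate. For each count of genes, 100 splits of the libraries (the real one included) were drawn. For the interaction, residuals of the additive fit were reordered.

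The fits were tested on simulated data with the real group sizes, in which 200 genes were changed by known amounts, 50 per size. The noise was normal on the log2 scale and drawn independently for each gene. Genes of real libraries can vary together, so the shares below need not hold for the real data. That test was written after the fits had first been run on the real values. A log2 change of 1 was called for 58% of the changed genes in the simulated HFD comparison at 8 weeks, 66% at 20 weeks and 38% at 34 weeks. From 8 to 20 weeks 52% were called on CHOW and 60% on HFD, and for the interaction 34%. A log2 change of 2 was called for 84%, 88%, 90%, 86%, 86% and 68% in the same order. Of all the genes called in these simulations, those that had not been changed made up 6.82%, 4.35%, 3.97%, 4.65%, 8.03% and 1.98%. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.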

Results

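Gene expression in the SVF of visceral fat was measured by RNA-seq in 34 libraries from male mice, in 6 groups defined by diet (CHOW or HFD) and weeks on the diet (8, 20 or 34). The number of genes at 1 TPM or more ranged from 13200 to 17213 per library. The lowest number was in CHOW 34 week replicate 6 and the highest in HFD 20 week replicate 5. Depth per library is unknown from TPM values. Across the tested genes, log2(TPM + 1) values of libraries of the same group correlated with a median Pearson r of 0.951 at 8 weeks on CHOW, 0.956 at 8 weeks on HFD, 0.958 at 20 weeks on CHOW, 0.943 at 20 weeks on HFD, 0.939 at 34 weeks on CHOW and 0.948 at 34 weeks on HFD. These correlations are across genes, which are not independent replicates. The lowest r of any pair was 0.821, among the CHOW libraries of 34 weeks. Xist (chromosome X, 103460366 to 103483254), which female cells express, did not exceed 0.0790 TPM in any library. Ddx3y (chromosome Y, 1260771 to 1286629) was at 13.1 TPM or more in all of them.

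RNA that SVF cells are not the usual source of differed between libraries of the same group. Hemoglobin genes made up 7.40% ± 2.61 (SD, n = 4) of TPM at 8 weeks on CHOW, 9.79% ± 8.79 (n = 6) at 8 weeks on HFD, 6.17% ± 4.05 (n = 5) at 20 weeks on CHOW and 1.69% ± 0.670 (n = 6) at 20 weeks on HFD. At 34 weeks the shares were 1.80% ± 0.997 (n = 7) on CHOW and 1.95% ± 0.972 (n = 6) on HFD. The highest single share, 26.7%, was in HFD 8 week replicate 6. The summed TPM of 10 germ cell genes, among them the protamines Prm1 and Prm2, ranged from 0 in CHOW 20 week replicate 5 to 13632 in HFD 20 week replicate 5. The next highest sums were 5843 TPM in HFD 34 week replicate 2, 5463 TPM in HFD 34 week replicate 1, 3247 TPM in HFD 20 week replicate 4 and 2493 TPM in HFD 20 week replicate 3. The 16 germ cell genes of the second list summed to 2759 TPM in HFD 20 week replicate 5. The summed TPM of 8 seminal vesicle genes was 123060 in HFD 8 week replicate 3, where Svs5 was the top gene at 54995 TPM, and no more than 15.9 in any other library. Adipoq, an adipocyte gene, was at 1027, 5439 and 1486 TPM in CHOW 34 week replicates 5, 6 and 7, and at 273 TPM or less in each of the other libraries. The mean log2(TPM + 1) of the 10 further adipocyte genes was 8.51 in CHOW 34 week replicate 6, where that of the macrophage list was 7.34, its lowest value in any library.

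**Figure D1:**
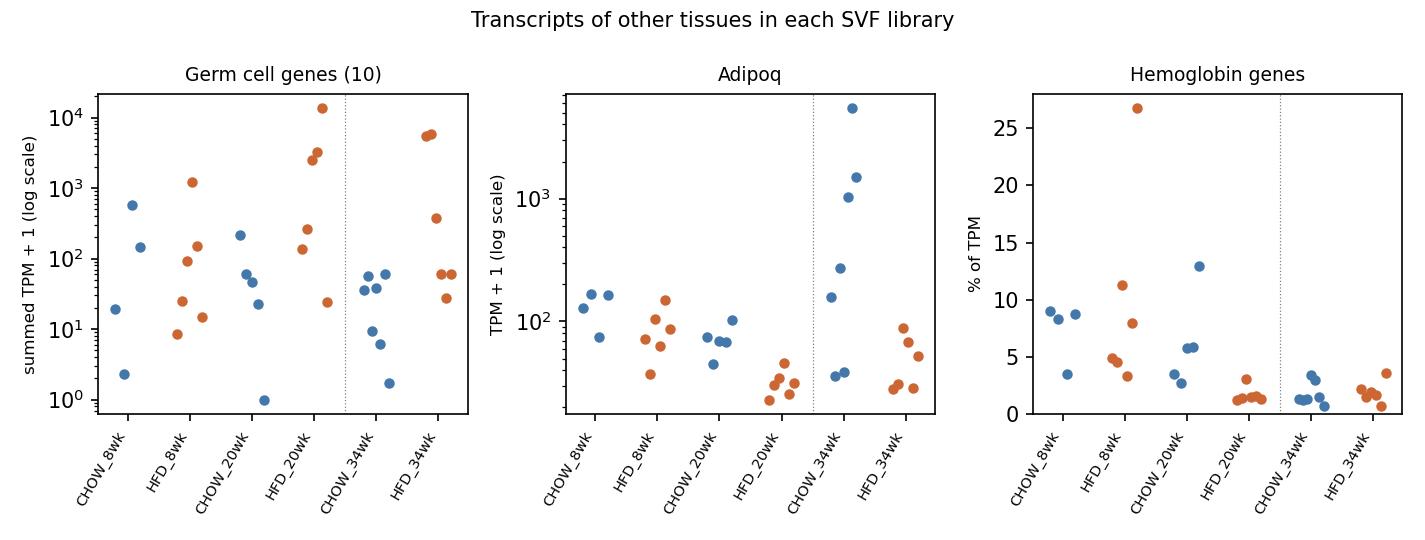
Transcripts of other tissues in each library. Each point is 1 library, in blue for CHOW and orange for HFD; the left panel shows the summed TPM + 1 of 10 germ cell genes and the middle panel Adipoq TPM + 1, both on log axes, and the right panel the percent of TPM from hemoglobin genes on a linear axis, with a dotted line between the separately made tables. Germ cell genes reached 13632 TPM in HFD 20 week replicate 5 and Adipoq 5439 TPM in CHOW 34 week replicate 6.

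The study asked how HFD changes gene expression in visceral fat over time, and the first comparison was HFD against CHOW at 8 weeks. Of 16808 genes tested, 4 were called, and all 4 were lower on HFD. Without adjustment, 1630 genes had a p under 0.05. The alternative that moved this count most was the use of sample quality weights, with 209 genes. Of the genes called after scaling, 62.5% (of 8) were higher on HFD with median-ratio scaling and 57.1% (of 7) with quantile normalization. Cfd (complement factor D, adipsin, ENSMUSG00000061780.5, chromosome 10, 79890853 to 79892655) was at 86.6 ± 78.1 TPM (SD, n = 6) on HFD and 645 ± 208 TPM (n = 4) on CHOW. Its log2 fold change was -3.43 (SE 0.56, adjusted p 0.0265). Cyp1a1 (ENSMUSG00000032315.5, chromosome 9, 57687928 to 57703824) changed by -2.24 (SE 0.33, adjusted p 0.0194), from 5.36 ± 5.82 TPM on CHOW to 0.0567 ± 0.139 TPM on HFD, where it was above 0 in only 1 of 6 libraries. Hpca (ENSMUSG00000028785.12, chromosome 4, 129111570 to 129122036) changed by -1.94 (SE 0.33, adjusted p 0.0282), from 12.2 ± 6.04 to 2.20 ± 0.965 TPM. All 6 HFD libraries lay below all 4 CHOW libraries for these genes. The fourth gene, Fndc5 (ENSMUSG00000001334.9, chromosome 4, 129136999 to 129144593), fell outside the naming rule and is named after its values were seen. It changed by -1.52 (SE 0.24, adjusted p 0.0194), from 5.59 ± 1.75 to 1.30 ± 0.579 TPM. The call of Cfd was lost without CHOW replicate 1, 2 or 4 or HFD replicate 1, 4 or 6 (adjusted p 0.139 at most). That of Hpca was lost without CHOW replicate 1, 2 or 4 or HFD replicate 2, 4 or 6 (0.248 at most), and that of Cyp1a1 without CHOW replicate 4 (0.0717). All 3 were lost in the fit of only the 2 groups, which called 1 other gene, higher on HFD. The count was 1 without CHOW replicate 1, 2 without CHOW replicate 2, 35 without CHOW replicate 3 and 0 without CHOW replicate 4. It was 17 without HFD replicate 3, 23 without HFD replicate 5 and 1 without HFD replicate 6. With the adipocyte score as a covariate the calls of Cfd, Hpca and Cyp1a1 were lost as well. That of Cfd, which is in the adipocyte list, was also lost with no filter, median-ratio scaling and quantile normalization (adjusted p 0.00126 to 0.309 over its 11 alternatives). That of Hpca was also lost with no filter (0.00259 to 0.203 over its alternatives).

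At 20 weeks HFD changed 2405 of the 16808 genes. Of these, 1566 (65.1%) were higher and 839 (34.9%) were lower on HFD, and 1117 had a log2 fold change beyond 1 in either direction. Quantile normalization gave 3502 genes, of which 47.1% were higher, and moved the median log2 fold change of all genes from 0.08 to -0.05. The adipocyte list score as a covariate moved the count most, to 70, of which 27.1% were higher. The count was 1365 without CHOW replicate 3, 1253 without CHOW replicate 4 and 1268 without CHOW replicate 5. It stayed within 1.5 times of 2405 when any other library was left out. Among the genes that met the naming rule, Atp6v0d2 (ENSMUSG00000028238.6, chromosome 4, 19876841 to 19922605) rose most, with a log2 fold change of 4.25 (SE 0.58, adjusted p 0.000116), from 19.6 ± 29.5 (SD, n = 5) to 223 ± 54.7 TPM (n = 6). Mmp12 (ENSMUSG00000049723.14, chromosome 9, 7344381 to 7369499) rose by 4.07 (SE 0.71, adjusted p 0.000955), from 164 ± 269 to 1250 ± 483 TPM. Gpnmb (ENSMUSG00000029816.10, chromosome 6, 49036546 to 49070929) rose by 3.94 (SE 0.52, adjusted p 8.43e-05), from 172 ± 226 to 1697 ± 468 TPM. In CHOW, 1 library (replicate 2) held values far above the other 4 for all 3 of these genes. Cfd fell by 4.52 (SE 0.53, adjusted p 2.20e-05), from 301 ± 119 to 11.8 ± 3.58 TPM. Cyp2e1 (ENSMUSG00000025479.9, chromosome 7, 140763739 to 140774987) fell by 4.01 (SE 0.57, adjusted p 0.000152), from 79.7 ± 46.5 to 3.49 ± 1.61 TPM. Retnlg (ENSMUSG00000022651.5, chromosome 16, 48872621 to 48874496) fell by 3.62 (SE 0.60, adjusted p 0.00055), from 177 ± 81.8 to 17.4 ± 17.9 TPM. With the adipocyte score as a covariate none of the 6 genes passed the threshold (adjusted p 0.0553 to 0.23). The lowest adjusted p over the alternatives ran from 9.27e-07 for Cfd to 4.6e-05 for Retnlg. Under each of the other alternatives and with any 1 library left out, all 6 passed it.

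**Figure D2:**
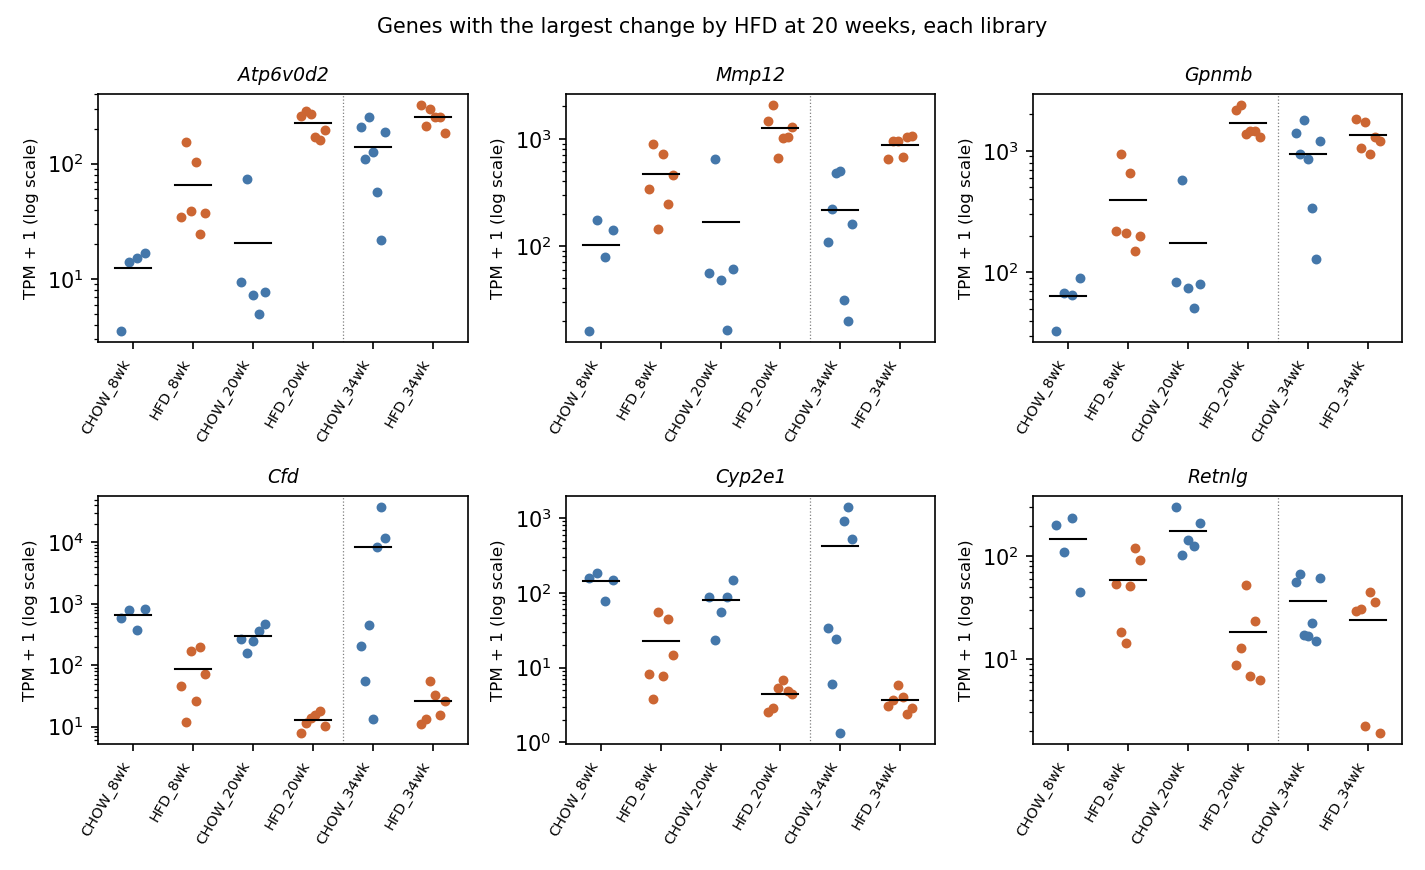
TPM + 1 of the 6 genes with the largest change by HFD at 20 weeks among those that met the naming rule, on log axes. Each point is 1 library (blue for CHOW, orange for HFD), each bar is the mean of its group on the TPM + 1 scale, and the dotted line parts the separately made tables. The CHOW library of 20 weeks that stands above the others for Atp6v0d2, Mmp12 and Gpnmb is replicate 2 (72.3, 644 and 575 TPM).

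At 34 weeks 34 of 13982 genes were called, all of them higher on HFD, and 1848 had an unadjusted p under 0.05. Sample quality weights gave 294. The pseudocount of 0.1 TPM gave 0 genes with limma. Quantile normalization gave 19 genes, of which 89.5% were higher. It moved the median log2 fold change of all genes from 0.10 to -0.00, and median-ratio scaling moved it to the same rounded value. Igkv4-55 (ENSMUSG00000096833.2, chromosome 6, 69607275 to 69607828), an immunoglobulin kappa V segment, rose by 3.70 (SE 0.52, adjusted p 0.0171), from 11.9 ± 7.68 (SD, n = 7) to 170 ± 120 TPM (n = 6). Ighv1-19 (ENSMUSG00000096410.2, chromosome 12, 114708648 to 114709135), a heavy chain V segment, rose by 2.53 (SE 0.45, adjusted p 0.0449), from 2.13 ± 1.85 to 17.1 ± 12.3 TPM. Reads shared between such segments leave both values uncertain. Cadm1 (ENSMUSG00000032076.18, chromosome 9, 47530173 to 47857637) rose by 2.51 (SE 0.47, adjusted p 0.0481), from 15.5 ± 15.7 to 66.0 ± 12.6 TPM. The 6 HFD libraries lay above the 7 CHOW libraries for these 3 genes. The call of Igkv4-55 was lost without CHOW replicate 7 or HFD replicate 2, 3 or 4 (adjusted p 0.0692 at most). That of Ighv1-19 held only without CHOW replicate 4 or HFD replicate 1 (0.143 at most otherwise), and that of Cadm1 only without CHOW replicate 2 or 4 (0.153 at most otherwise). Calls were lost under 7 of 10 alternatives for Ighv1-19 and for Cadm1 (among them the pseudocount of 0.1 TPM, both other filters and quantile normalization), and under 3 for Igkv4-55. The count as a whole rested on single libraries. It was 0 without CHOW replicate 7, HFD replicate 2 or HFD replicate 4. It was 5 without CHOW replicate 1, 13 without CHOW replicate 3, 111 without CHOW replicate 4 and 4 without CHOW replicate 5. It was 57 without HFD replicate 1, 1 without HFD replicate 3, 5 without HFD replicate 5 and 6 without HFD replicate 6.

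**Figure D3:**
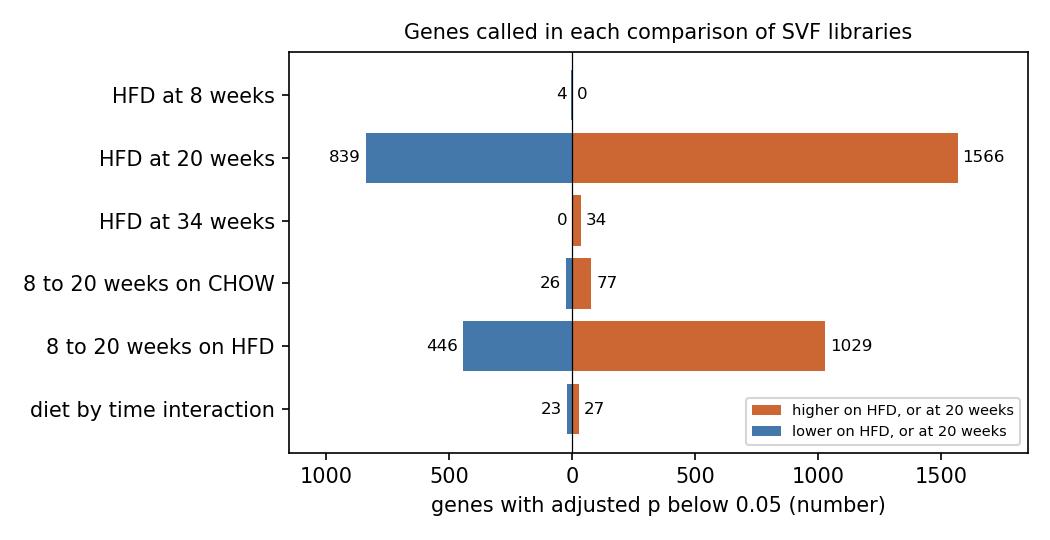
Number of genes called at an adjusted p under 0.05 in each comparison. Bars to the right (orange) count genes higher on HFD, or at 20 weeks, and bars to the left (blue) count genes lower there; for the interaction, right means a more positive HFD effect at 20 than at 8 weeks. HFD called 4 genes at 8 weeks, 2405 at 20 weeks and 34 at 34 weeks.

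No gene was called at all 3 times among the 13944 genes tested in both tables, so no gene was named under that part of the rule. Of the 34 genes called at 34 weeks, 30 were also called at 20 weeks, against 5.06 if the calls were independent, and all 30 changed in the same direction. Across all genes, the HFD effects at 20 and 34 weeks correlated with a rho of 0.284 (jackknife SE 0.13), and 14 of 100 draws with permuted diet labels were as far from 0. For 8 and 20 weeks rho was 0.350 (SE 0.192), with 6 of 100 draws as far. For 8 and 34 weeks it was 0.106 (SE 0.105), with 24 of 100 draws as far. None of these 3 values was farther from 0 than all the draws. A test of the difference between HFD effects was made for 8 and 20 weeks only. The effect at 34 weeks was not tested against the others.

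Changes with time were tested within each diet. From 8 to 20 weeks, 103 genes were called on CHOW (77 higher and 26 lower at 20 weeks) and 1475 on HFD (1029 higher and 446 lower). On CHOW 74.8% were higher, against 40.6% (of 1659) with sample quality weights and 54.6% without CHOW 8 week replicate 3. On HFD 69.8% of the called genes were higher, against 59.1% with median-ratio scaling, 42.9% with sample quality weights and 40.8% with quantile normalization, which moved the median log2 fold change of all genes from 0.09 to -0.06. The split was close to even (49.8% higher) without HFD 8 week replicate 3. On CHOW, Ifnb1 (interferon beta 1, ENSMUSG00000048806.4, chromosome 4, 88522025 to 88522774) rose by 5.24 (SE 0.70, adjusted p 0.00146), from 3.27 ± 3.21 (SD, n = 4) to 170 ± 124 TPM (n = 5). The heavy chain V segments Ighv4-1 (ENSMUSG00000076655.2, chromosome 12, 113948282 to 113948796) and Ighv1-34 (ENSMUSG00000093955.2, chromosome 12, 114851190 to 114851660) rose by 5.18 (SE 1.09, adjusted p 0.0349) and 3.67 (SE 0.70, adjusted p 0.0167). Ighv1-34 was listed at 0 in all 4 libraries of 8 weeks, and both values are uncertain for the reason given above. Lep (leptin, ENSMUSG00000059201.12, chromosome 6, 29060220 to 29073877) fell by 2.35 (SE 0.54, adjusted p 0.0463), from 16.3 ± 9.55 to 2.22 ± 1.24 TPM. Sncg (ENSMUSG00000023064.4, chromosome 14, 34370274 to 34374789) fell by 1.47 (SE 0.27, adjusted p 0.0141), from 127 ± 53.5 to 42.9 ± 9.49 TPM. Ccdc130 (ENSMUSG00000004994.12, chromosome 8, 84257795 to 84270380) fell by 1.26 (SE 0.27, adjusted p 0.0383), from 12.5 ± 4.06 to 4.62 ± 1.36 TPM. The libraries of both times did not overlap for any of these 6 genes. The call of Ifnb1 held in all 9 fits that left out 1 library and under all 11 alternatives. Calls were lost under 5 alternatives for Lep, 4 for Ighv4-1, 3 for Ccdc130, and 2 each for Sncg and Ighv1-34. With 1 library left out, those of Ighv4-1 (adjusted p 0.107 at most) and Ccdc130 (0.182 at most) were lost without replicate 3, 4 or 5 of 20 weeks or replicate 1, 2 or 4 of 8 weeks, and that of Lep (0.212 at most) also without replicate 1 of 20 weeks. Ighv1-34 (0.0727 at most) lost its call without replicate 5 of 20 weeks or replicate 1, 2 or 4 of 8 weeks, and Sncg (0.0833 at most) without replicate 5 of 20 weeks or replicate 2 or 4 of 8 weeks. The CHOW count was 183 without CHOW 20 week replicate 2, 36 without replicate 3, 26 without replicate 4 and 29 without replicate 5. Among the 8 week libraries it was 36 without replicate 1, 40 without replicate 2, 183 without replicate 3 and 24 without replicate 4.

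On HFD, the genes that rose most from 8 to 20 weeks among those that met the naming rule were mast cell genes. They were Fcer1a (ENSMUSG00000005339.10, chromosome 1, 173221284 to 173227214), Tpsab1 (ENSMUSG00000024173.10, chromosome 17, 25343245 to 25345562) and Tpsb2 (ENSMUSG00000033825.9, chromosome 17, 25366305 to 25369098). Fcer1a rose by 3.41 (SE 0.37, adjusted p 7.69e-06), from 2.96 ± 1.68 (SD, n = 6) to 43.1 ± 20.3 TPM (n = 6). Tpsab1 rose by 3.35 (SE 0.36, adjusted p 7.69e-06), from 8.17 ± 4.09 to 96.9 ± 47.7 TPM. Tpsb2 rose by 3.32 (SE 0.28, adjusted p 6.27e-07), from 47.4 ± 12.5 to 525 ± 247 TPM. Tpsab1 and Tpsb2 are neighbouring tryptase genes that resemble each other, so the division of reads between them is uncertain. Rnase2a (ENSMUSG00000047222.6, chromosome 14, 51255262 to 51256112) fell by 5.24 (SE 0.62, adjusted p 2.05e-05), from 79.7 ± 58.3 to 0.439 ± 0.449 TPM, and it too has close paralogs. Retnla (ENSMUSG00000061100.3, chromosome 16, 48842551 to 48844461) fell by 3.48 (SE 0.36, adjusted p 7.69e-06), from 5392 ± 1389 to 503 ± 219 TPM. Ccl26 (ENSMUSG00000070464.1, chromosome 5, 135560448 to 135563569) fell by 2.98 (SE 0.46, adjusted p 0.00031), from 9.64 ± 6.28 to 0.288 ± 0.706 TPM. The libraries of both times did not overlap for any of the 6, and their calls held in each fit that left out 1 library. Ccl26 lost its call with the adipocyte score as a covariate (adjusted p 0.279, with a range of 0.000325 to 0.279 over its alternatives), and the other 5 kept theirs under all 11 alternatives. The HFD count was 932 without HFD 8 week replicate 6 and stayed within 1.5 times of 1475 when any other library was left out. Whether the change with time differed between the diets is what the interaction tests.

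The interaction was called for 50 genes, 27 with a more positive and 23 with a more negative HFD effect at 20 than at 8 weeks. Without adjustment, 2318 genes had a p under 0.05. The median log2 difference of all genes was 0.18, and it was 0.03 with median-ratio scaling and -0.02 with quantile normalization. Of the called genes 54% had a more positive effect, against 35.3% and 17.3% with those scalings. Of the genes that met the naming rule, Tpsab1 had the most positive difference, with 3.20 (SE 0.55, adjusted p 0.0155). At 20 weeks it was at 96.9 ± 47.7 TPM on HFD and 28.4 ± 6.31 TPM on CHOW. At 8 weeks it was at 8.17 ± 4.09 TPM on HFD and 27.8 ± 15.7 TPM on CHOW. Lower HFD values at 8 weeks were thus part of this difference. Pcp4l1 (ENSMUSG00000038370.6, chromosome 1, 171173262 to 171196268) differed by 2.75 (SE 0.33, adjusted p 0.000868), and Mcpt4 (ENSMUSG00000061068.6, chromosome 14, 56059629 to 56062313), a mast cell protease, by 2.75 (SE 0.49, adjusted p 0.0167). Rnase2a had the most negative difference of the genes under that rule, with -5.69 (SE 0.95, adjusted p 0.0135). Igkv4-68 (ENSMUSG00000076549.2, chromosome 6, 69304834 to 69305405) differed by -4.91 (SE 0.88, adjusted p 0.0167), with the uncertainty of V segments. Mrgprg (ENSMUSG00000050276.7, chromosome 7, 143763710 to 143766993) differed by -3.43 (SE 0.70, adjusted p 0.0334). Mrgprg (adjusted p 0.117 at most) lost its call without replicate 1, 3 or 5 of CHOW or 1, 2, 3 or 6 of HFD at 20 weeks, and without replicate 1, 3 or 4 of CHOW or 1, 4 or 6 of HFD at 8 weeks. It also lost it under 4 of 10 alternatives, among them no filter and the germ cell and macrophage scores (adjusted p up to 0.0838). Mcpt4 (adjusted p 0.0628) and Igkv4-68 (adjusted p 0.0534) lost theirs only without CHOW 8 week replicate 4. Among CHOW libraries of 20 weeks, the count was 22 without replicate 1, 153 without replicate 2, 22 without replicate 3, 24 without replicate 4 and 28 without replicate 5. Among HFD libraries of 20 weeks it was 23 without replicate 1, 22 without replicate 2 and 23 without replicate 6. Among CHOW libraries of 8 weeks it was 26 without replicate 1 and 13 without replicate 4, and among HFD libraries of 8 weeks it was 23 without replicate 1, 129 without replicate 2 and 33 without replicate 6.

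The CHOW change from 8 to 20 weeks was also set against the HFD effect, to ask whether time on CHOW moves genes as HFD does. With the HFD effect at 34 weeks, from other libraries, rho across genes was 0.103 (SE 0.102), and 53 of 100 draws were as far from 0. With the HFD effect at 8 weeks rho was 0.149 (SE 0.193). Both of these effects are measured against the same 8 week CHOW libraries, and residuals with permuted labels gave a mean rho of 0.516 there. Of 100 such draws, 2 lay as far from that mean as the observed value, which was lower than the mean.

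For the 18 genes of the qPCR panel, the question was whether matrix and remodeling genes of the SVF follow diet or time. At 8 weeks 2 were called adjusted over the list alone and 0 over all genes tested. Mmp9 (chromosome 2, 164940780 to 164955850) was lower on HFD by a log2 fold change of -2.12 (SE 0.39, adjusted p over the list 0.000346), with 10.4 ± 5.21 TPM on HFD (n = 6) and 46.9 ± 19.5 TPM on CHOW (n = 4), and all 6 HFD libraries were below all CHOW libraries. Tnc (chromosome 4, 63959785 to 64047015) was higher by 1.34 (SE 0.39, adjusted p over the list 0.0209), with 5 of 6 HFD libraries above all CHOW libraries. The call of Tnc was lost without HFD replicate 1, 2 or 4 (adjusted p over the list 0.0609 at most), which left 1 called panel gene, as did the adipocyte score as a covariate, and 4 were called without HFD replicate 3. At 20 weeks 6 panel genes were called adjusted over the list alone and 5 over all genes. Mmp9 was again lower on HFD, by -3.14 (SE 0.36), with 3.91 ± 2.65 TPM on HFD (n = 6) and 40.7 ± 14.9 TPM on CHOW (n = 5). Higher on HFD were Tgfbr1 by 1.21 (SE 0.22), Mmp11 by 1.20 (SE 0.29), Mmp2 by 0.97 (SE 0.20), Col1a1 by 0.83 (SE 0.31) and Col6a3 by 0.82 (SE 0.24). The adjusted p over the list was 4.32e-07 for Mmp9, 0.000203 for Tgfbr1, 0.00193 for Mmp11, 0.000388 for Mmp2, 0.0426 for Col1a1 and 0.0102 for Col6a3. Col1a1 was not called over all genes (adjusted p 0.0758), and its call over the list was lost without CHOW replicate 2 or 5 or HFD replicate 2, 4, 5 or 6 (adjusted p over the list 0.151 at most). For Mmp2, Tgfbr1, Col6a3 and Mmp9 the libraries of both diets did not overlap, and for Col1a1 and Mmp11 all 6 HFD libraries were above the CHOW mean.

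With the germ cell score as a covariate, Col1a1 and Col6a3 at 20 weeks lost their calls, as did each panel gene called at 34 weeks. The adipocyte score removed the calls of Col1a1, Col6a3 and Tgfbr1 at 20 weeks, and that of Col1a1 was also lost with no filter and with the macrophage score. At 34 weeks 3 panel genes were called adjusted over the list alone and 0 over all genes, and all 3 were lower on HFD. Sparc (chromosome 11, 55394500 to 55423183) changed by -0.99 (SE 0.24, adjusted p over the list 0.013), from 2067 ± 799 TPM on CHOW (n = 7) to 1012 ± 270 TPM on HFD (n = 6), with no overlap between the diets. Mmp9 changed by -1.21 (SE 0.31, adjusted p over the list 0.013), with all 6 HFD libraries below the CHOW mean, and lost its call with the adipocyte score too. Acta2 (chromosome 19, 34241090 to 34255590) changed by -0.83 (SE 0.25, adjusted p over the list 0.0316), with 5 of 6 HFD libraries below all CHOW libraries. Its call was lost without CHOW replicate 1, 2 or 3 or HFD replicate 1, 2, 4 or 5 (adjusted p over the list 0.0884 at most). It was also lost with the replicate number as a block. From 8 to 20 weeks on CHOW no panel gene was called, over the list alone or over all genes, while 5 had an unadjusted limma p under 0.05, and 3 were called over the list without CHOW 8 week replicate 3. On HFD, 8 were called over the list alone and 7 over all genes. Itga5 (1.52), Mmp2 (1.48), Mmp11 (1.39) and Tgfbr1 (1.07) were higher at 20 weeks on the log2 scale, and Ccn2 (-1.23), Mmp9 (-1.20), Acta2 (-0.98) and Fn1 (-0.79) were lower. Their adjusted p over the list ran from 1.72e-06 for Mmp2 to 0.0173 for Ccn2, which was called over the list alone (adjusted p 0.067 over all genes). With the adipocyte score as a covariate only Mmp2 and Mmp11 of these 8 kept their calls. Ccn2 lost its call without HFD 20 week replicate 3 (adjusted p over the list 0.0564). In the interaction 2 were called over the list alone and 0 over all genes. The HFD effect was more positive at 20 than at 8 weeks for Mmp2 by 1.25 (SE 0.29, adjusted p over the list 0.00496) and for Tgfbr1 by 1.04 (SE 0.33, adjusted p over the list 0.0379). Without CHOW 20 week replicate 3, 4 or 5, HFD 20 week replicate 1, 2 or 6, any CHOW 8 week library, or HFD 8 week replicate 1, 5 or 6, Tgfbr1 was lost (adjusted p over the list 0.0888 at most), which left 1 called panel gene. The germ cell and macrophage scores removed its call too.

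Marker lists of cell types and programmes were tested to ask which kinds of RNA in the SVF changed. At 8 weeks 0 of 33 lists were called by fry, and 1 was called without CHOW replicate 3 or without HFD replicate 5. Camera with a preset correlation called 15 there, and camera with an estimated correlation 0. At 20 weeks 11 of 33 lists were called. The list of lipid-associated macrophages, which holds Gpnmb, Mmp12 and Atp6v0d2, had a median log2 fold change of 3.08 over 10 genes (adjusted p 0.000117), and all 10 genes were higher on HFD. Mast cells (median 1.43, adjusted p 0.000805), lysosome (1.15, adjusted p 0.000805) and cell cycle (1.09, adjusted p 0.0203) were also higher. Lower on HFD were M2 macrophage markers (median -1.15, adjusted p 5.75e-05), regulatory T cells (-1.27, adjusted p 0.000165), interferon response (-1.19, adjusted p 0.000165), dendritic cells (-0.51, adjusted p 0.00119), adipocytes (-0.85, adjusted p 0.00211), mesothelial cells (-1.88, adjusted p 0.00211) and eosinophils (-0.90, adjusted p 0.00577). For each of the 11 lists the scores of all 6 HFD libraries lay on the side of the CHOW mean that the median gives. The cell cycle list lost its call without CHOW replicate 5 (adjusted p 0.0744), with the germ cell score as a covariate and with the adipocyte score, where its median was lowest at 0.06 (adjusted p 0.000702 to 0.957 over its 12 alternatives). With the adipocyte score 2 lists were called in all. The list of macrophages as a whole (0.49, adjusted p 0.352), that of M1 macrophage markers (-0.08, adjusted p 0.541), that of fibroblasts and progenitors (-0.26, adjusted p 0.352) and that of collagens (0.26, adjusted p 0.6) were not called. All 11 were also called by camera with a preset correlation, which called 19, while camera with an estimated correlation called 0.

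At 34 weeks 2 of 32 lists were called, both higher on HFD in all 6 libraries against the CHOW mean. They were mast cells (median 2.48, adjusted p 0.00985) and B cells (0.66, adjusted p 0.00985). Both calls were lost with the adipocyte score as a covariate, and that of B cells also with the germ cell score. That of mast cells was also lost with the replicate number as a block. The adipocyte list had a median of -2.20 and was not called (adjusted p 0.211). From 8 to 20 weeks on CHOW 3 lists were called. Interferon response (1.20, adjusted p 0.00227) and regulatory T cells (0.83, adjusted p 0.022) were higher at 20 weeks, and adipocytes (-0.91, adjusted p 0.022) were lower, each in 5 of 5 libraries against the mean of 8 weeks. On HFD 9 were called. Mast cells (3.21, adjusted p 1.26e-06), lipid-associated macrophages (1.63, adjusted p 0.00501), M1 macrophage markers (1.55, adjusted p 0.0419), lysosome (0.85, adjusted p 0.0032) and cytotoxic T cells (0.73, adjusted p 0.00171) were higher at 20 weeks. Erythrocytes (-2.08, adjusted p 0.00501), M2 macrophage markers (-1.33, adjusted p 0.000145), adipocytes (-1.33, adjusted p 0.00171) and dendritic cells (-0.34, adjusted p 0.0126) were lower, and each of the 9 lists moved that way in 6 of 6 libraries against the mean of 8 weeks. The interaction was called for 6 lists. Mast cells (2.54, adjusted p 0.00274) and lysosome (0.87, adjusted p 0.0444) had a more positive HFD effect at 20 weeks, and regulatory T cells (-1.36, adjusted p 0.00739), interferon response (-1.20, adjusted p 0.00739), M2 macrophage markers (-1.05, adjusted p 0.00739) and dendritic cells (-0.46, adjusted p 0.0356) a more negative one. For HFD at 8 weeks the mast cell list had a median of -1.03 and was not called by fry (adjusted p 0.225). The mast cell scores of all 6 HFD libraries were below those of all 4 CHOW libraries then. In the interaction, the list for lysosome kept its call only without CHOW 20 week replicate 2, HFD 20 week replicate 4 or 5, CHOW 8 week replicate 2, or HFD 8 week replicate 2 or 4 (adjusted p 0.1 at most otherwise), and it lost it with the germ cell score as a covariate (adjusted p up to 0.321 over its 12 alternatives, with the median as low as 0.46). That for dendritic cells (0.0761 at most) lost it without replicate 1, 3 or 4 of CHOW or 1, 2 or 3 of HFD at 20 weeks, without replicate 1, 3 or 4 of CHOW or without replicate 5 of HFD at 8 weeks. On HFD the M1 list (0.125 at most) lost its call without replicate 4, 5 or 6 of 20 weeks or replicate 3, 5 or 6 of 8 weeks, and under 7 of 12 alternatives, among them quantile normalization, sample quality weights and each of the 3 score covariates. With the adipocyte score only mast cells and M2 macrophage markers were called on HFD. On CHOW the lists of regulatory T cells and adipocytes (0.111 at most for each) lost theirs without replicate 1, 2 or 4 of 8 weeks, the former also without replicate 5 and the latter also without replicate 2 of 20 weeks. Regulatory T cells lost theirs with the adipocyte score too, and adipocytes with median-ratio scaling. Only 1 list was called on CHOW without replicate 1, 2 or 4 of 8 weeks, and 5 were called without replicate 3.

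Camera with a preset correlation called 11 lists at 34 weeks, 12 from 8 to 20 weeks on CHOW, 16 on HFD and 18 for the interaction. These included all the lists called by fry except M1 macrophage markers on HFD (adjusted p 0.152, with a range of 0.0257 to 0.783 over its 12 alternatives). Camera with an estimated correlation called 0 lists at 34 weeks and 0 from 8 to 20 weeks on HFD. It called 1 of the fry lists on CHOW, interferon response (adjusted p 0.0321, the highest over its 12 alternatives, of which 3.56e-15 was the lowest), and 3 in the interaction, interferon response, regulatory T cells and M2 macrophage markers (adjusted p 0.0316 each, the highest over their alternatives, whose lowest were 1.45e-12, 1.96e-10 and 5.74e-07). The median and the mean of a list differed in sign for 2 lists at 8 weeks, 2 at 20 weeks, 3 at 34 weeks, 5 from 8 to 20 weeks on CHOW, 4 on HFD and 1 in the interaction, none of them called by fry.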

Values the study reported

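The study described the number of SVF genes that differed on HFD after 8 weeks as limited, with a higher number after 20 weeks and a lower one again after 34 weeks. For isolated adipocytes it gave approximately 5500 genes after 8 weeks. After genes that also differed in the SVF were set aside, it gave 641 genes higher at every time and 580 genes lower at every time.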

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

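The tests with a second germ cell or adipocyte list, the score covariates and the shuffles of those scores were chosen only after the patterns they address had been seen. Of 416 groups of libraries tested, 69 held 1 library far from the rest, by Dixon's gap test. The limits used are for both ends together, so chance flags about 1 in 20 groups where values are normally distributed. TPM values and sums were tested without a log, so that rate need not hold for them. Many of the measures also share genes or libraries, so these values are not independent.

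HFD 8 week replicate 3 stood apart for seminal vesicle genes, with 123060 TPM against at most 0.541 in the other libraries of its group. Its share of mitochondrial genome transcripts was 22.6% (others 4.82% to 9.49%). Its mean log2(TPM + 1) was below the others for M1 macrophage markers (5.18; others 6.21 to 6.64), endoplasmic reticulum (ER) stress (6.29; others 6.80 to 7.02), targets of SRF and MRTF (4.40; others 5.32 to 5.85) and integrins (3.01; others 3.57 to 3.83). TPM is a share of a fixed total, so transcripts of another tissue lower all the others. Whether that accounts for the lower scores was not tested. CHOW 8 week replicate 4 held 15.9 TPM of seminal vesicle genes (others at most 1.03), with Svs5 at 9.61 TPM.

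Germ cell genes set apart HFD 20 week replicate 5 (13632 TPM; others 23.1 to 3247), HFD 8 week replicate 4 (1214 TPM; others 7.43 to 148) and CHOW 20 week replicate 1 (215 TPM; others 0 to 60.4). Prm1 was at 3096 TPM and Prm2 at 3579 TPM in the first of these. A second list of 16 germ cell genes, written before its values were looked at, followed the first over the 34 libraries with a Spearman rho of 0.912 (two-sided permutation p 1e-05, the smallest the permutations can give, adjusted p 2e-05 over 4 relations). Without the 2 farthest libraries rho was 0.894. Within the 21 libraries of 8 and 20 weeks rho was 0.965 and within the 13 of 34 weeks 0.907. Germ cells of the testis, or their RNA, carried along with the depot are a candidate source, and the HFD groups may differ in this from CHOW for reasons of dissection or of anatomy, which were not tested. Genes of the epididymis, which lies next to the testis, set apart HFD 20 week replicate 5 (sum 89.4 TPM; others 1.92 to 30.4) and CHOW 34 week replicate 2 (sum 213 TPM; others 0.397 to 20.4). The highest epididymis sum of any library, 511 TPM, was in CHOW 8 week replicate 3, where germ cell genes summed to 577 TPM, but neither passed the gap test in that group. The epididymis list score was high in CHOW 34 week replicate 2 (3.37; others 0.05 to 0.85) and in HFD 8 week replicate 6 (3.74; others 0.15 to 1.20).

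CHOW 34 week replicate 6 held Adipoq at 5439 TPM (others 35.3 to 1486), and its top gene was Cfd at 38039 TPM. Its scores were the lowest of its group for macrophages (7.34; others 8.34 to 9.0), major histocompatibility complex (MHC) class II (7.71; others 8.62 to 9.25), cell cycle (1.23; others 2.67 to 3.75), eosinophils (1.20; others 1.61 to 1.87) and integrins (2.60; others 3.13 to 3.52). A second list of 10 adipocyte genes, also written before its values were looked at, followed the adipocyte list over the 13 libraries of 34 weeks with a Spearman rho of 0.918 (two-sided permutation p 6e-05, adjusted p 8e-05 over 4 relations). Without the 2 farthest libraries rho was 0.864. Adipocytes or their RNA left in the pellet may account for this library, and fat cells of a given size or fragility in CHOW mice would look the same and were not tested.

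In CHOW 8 week replicate 3, Inhba was at 30.1 TPM (others 0.810 to 3.22), Timp1 at 703 TPM (others 60.1 to 110) and Itga5 at 224 TPM (others 180 to 185). Its scores were high for M1 macrophage markers (6.94; others 5.93 to 6.04), MHC class II (9.14; others 8.95 to 8.98) and cytosolic ribosome (10.30; others 9.94 to 10.00). They were low for erythrocytes (8.07; others 9.12 to 9.29), and its hemoglobin share was 3.52% (others 8.32% to 9.03%). In CHOW 34 week replicate 4, Col1a1 was at 1816 TPM (others 164 to 810), Timp1 at 1081 TPM (others 30.6 to 456), Mmp2 at 814 TPM (others 83.2 to 308), Itga5 at 161 TPM (others 22.3 to 75.0) and Tgfbr1 at 60.2 TPM (others 6.75 to 26.6). In CHOW 20 week replicate 2, Atp6v0d2 was at 72.3 TPM (others 3.95 to 8.51), Gpnmb at 575 TPM (others 49.4 to 81.4), Mmp12 at 644 TPM (others 15.4 to 59.9), Ccn2 at 21.7 TPM (others 10.2 to 11.9) and Inhba at 7.75 TPM (others 3.17 to 4.34). Its adipocyte score was 6.13 (others 6.59 to 6.69). In HFD 20 week replicate 3, the hemoglobin share was 3.04% (others 1.26% to 1.59%), Mmp9 was at 9.19 TPM (others 2.08 to 3.79) and Retnlg at 51.6 TPM (others 5.18 to 22.2). Its scores were high for erythrocytes (8.29; others 7.17 to 7.27), neutrophils (4.12; others 1.79 to 2.41) and M2 macrophage markers (6.47; others 5.68 to 5.90). The state of the single mouse, RNA of neighbouring organs and the handling of the tissue all remain open for these 4 libraries. None of these explanations was tested. More blood in the pellet would raise the hemoglobin share. That share was the lowest of its group in CHOW 8 week replicate 3 (3.52%) and CHOW 20 week replicate 2 (2.73%). This argues against more blood there, as far as hemoglobin shows it. The share was the highest of its group in CHOW 34 week replicate 4 (3.39%) and HFD 20 week replicate 3 (3.04%). Blood remains open for those libraries.

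Single values stood apart in other libraries too, and neither a technical nor a biological explanation was tested for them. CHOW 20 week replicate 5 was low for Col1a1 (91.6 TPM; others 206 to 243), Col6a3 (57.3 TPM; others 87.2 to 96.7) and Sparc (625 TPM; others 1118 to 1235), and high for the T cell score (3.63; others 2.80 to 3.03). Ighv1-34 was at 91.6 TPM in CHOW 20 week replicate 3 (others 2.31 to 20.6), Igkv4-68 at 141 TPM in replicate 4 (others 7.60 to 28.5) and Pcp4l1 at 0.441 TPM in replicate 1 (others 1.11 to 1.26). In CHOW at 8 weeks, Cyp1a1 was at 14.04 TPM in replicate 1 (others 1.79 to 3.17) and Mcpt4 at 180 TPM in replicate 4 (others 91.2 to 102). In HFD at 8 weeks, Inhba was at 23.97 TPM in replicate 4 (others 0.850 to 8.98), Mmp11 at 39.6 TPM in replicate 2 (others 14.4 to 23.6) and Cyp1a1 at 0.340 TPM in replicate 6, the others being listed at 0. The neutrophil score was 3.89 in HFD 8 week replicate 1 (others 2.21 to 2.61), and the hemoglobin share was 26.7% in HFD 8 week replicate 6 (others 3.31% to 11.3%). In HFD at 20 weeks, replicate 4 held Tnc at 27.0 TPM (others 5.14 to 12.0), Ccl26 at 1.73 TPM (the others listed at 0) and an adipocyte score of 5.98 (others 5.21 to 5.49), and replicate 6 held Itga5 at 602 TPM (others 415 to 458). In HFD at 34 weeks, replicate 6 held Col6a3 at 136 TPM (others 66.8 to 83.7) and an endothelial score of 6.55 (others 5.20 to 5.69). Timp1 was at 291 TPM in replicate 2 (others 69.6 to 132), and replicate 1 was low for integrins (3.23; others 3.43 to 3.52) and type 2 innate lymphoid cells (1.42; others 2.27 to 2.71).

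The HFD effect differed between 20 and 8 weeks, by a test of the interaction itself, for 50 genes. Only the real order of the residuals gave as many, 1 of 100 orders, and the highest of the others gave 2, so chance can be excluded at that level. Leaving out 1 library moved the count to between 13 and 153, as given above for the libraries that moved it by more than 1.5 times. The named differences were 3.20 for Tpsab1, 2.75 for Pcp4l1, 2.75 for Mcpt4, -5.69 for Rnase2a, -4.91 for Igkv4-68 and -3.43 for Mrgprg. In the panel they were 1.25 for Mmp2 and 1.04 for Tgfbr1. For the lists they were 2.54 for mast cells, 0.87 for lysosome, -1.36 for regulatory T cells, -1.20 for interferon response, -1.05 for M2 macrophage markers and -0.46 for dendritic cells. Libraries of 8 and 20 weeks came in 1 table, but whether they were prepared together is not known, so a batch between the times remains open for the changes with time. A batch shared by both diets of a time would not by itself give an interaction. The study names alternative control diets without saying which CHOW mice had which, so a change of control diet between times is not excluded. A longer time on HFD remains open as well, and reads shared between paralogs bear on Tpsab1, Rnase2a and Igkv4-68. With the germ cell score as a covariate 31 genes were called, of which 29 were among the 50.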

How the results depend on the processing

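The 3 score covariates and fry with a mean-variance trend were chosen only after the data were seen. Where a count moved by more than 1.5 times, the cause was not tested, except that no filter and the filter at 5 TPM change the number of genes tested, the 2 groups only fit uses fewer libraries, and an added threshold can only remove genes. The order within each sentence is HFD at 8, 20 and 34 weeks, 8 to 20 weeks on CHOW and on HFD, then the interaction. Called without any alternative were 4, 2405, 34, 103, 1475 and 50 genes, 2, 6, 3, 0, 8 and 2 panel genes, and 0, 11, 2, 3, 9 and 6 lists.

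No filter gave 1 gene for HFD at 8 weeks, 7 for HFD at 34 weeks, 49 on CHOW and 32 for the interaction. The filter at 5 TPM gave 7 genes at 34 weeks, and the pseudocount of 0.1 TPM gave 0 there with limma (1848 had an unadjusted p under 0.05 without it). An added threshold of 1 on the log2 fold change left 1117 genes at 20 weeks and 650 on HFD over time. The 2 groups only fit gave 1 gene at 8 weeks, 68 genes and 2 panel genes on CHOW, and 866 genes on HFD. Median-ratio scaling gave 8 genes and 5 panel genes at 8 weeks, 3608 genes and 10 panel genes at 20 weeks, 417 genes and 2 panel genes on CHOW, 2441 genes on HFD and 85 for the interaction. Quantile normalization gave 7 genes and 6 panel genes at 8 weeks, 18 lists at 20 weeks, 19 genes at 34 weeks, 325 genes, 1 panel gene and 7 lists on CHOW, 2755 genes and 17 lists on HFD, and 104 genes for the interaction. Sample quality weights gave 209 genes, 9 panel genes and 2 lists at 8 weeks, 5092 genes, 11 panel genes and 17 lists at 20 weeks, and 294 genes, 7 panel genes and 5 lists at 34 weeks. They gave 1659 genes, 4 panel genes and 7 lists on CHOW, 16 lists on HFD, and 400 genes for the interaction.

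Libraries with the same replicate number deviated together weakly (mean r 0.0870 over 28 pairs of 8 and 20 weeks, 13 of them over 0.1, and 0.0891 over 6 pairs of 34 weeks, 3 of them over 0.1). For different numbers the mean r was -0.0173 over 136 pairs (30 over 0.1) and -0.0149 over 36 pairs (5 over 0.1). Not every pair with the same number was over 0.1, so the libraries were not treated as paired. With the replicate block 17 genes were called at 8 weeks, 0 genes by limma and 1 list at 34 weeks (mast cells were not called), 1 panel gene on CHOW and 32 genes for the interaction, where the lysosome list was not called.

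The germ cell covariate gave 863 genes at 20 weeks, 7 genes and 0 panel genes at 34 weeks, 783 genes on HFD, and 31 genes and 1 panel gene for the interaction. The adipocyte covariate gave 1 gene and 1 panel gene at 8 weeks, 70 genes and 2 lists at 20 weeks, 0 genes, 6 panel genes and 0 lists at 34 weeks, 37 genes and 1 list on CHOW, and 96 genes, 2 panel genes and 2 lists on HFD. The macrophage covariate gave 103 genes and 2 lists at 8 weeks, 106 genes and 5 lists at 34 weeks, 251 genes and 1 panel gene on CHOW, and 1 panel gene for the interaction. Camera with a preset correlation called 15, 19, 11, 12, 16 and 18 lists. Camera with an estimated correlation called 0 lists at 20 weeks, 0 at 34 weeks, 1 on CHOW, 0 on HFD and 3 for the interaction. The Pearson correlation of the HFD effects at 20 and 34 weeks was 0.431, against a rho of 0.284.

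With 1 library left out, genes called ranged from 0 to 35 at 8 weeks, 1253 to 3098 at 20 weeks, 0 to 111 at 34 weeks, 24 to 183 on CHOW, 932 to 1842 on HFD and 13 to 153 for the interaction. Panel genes ranged over 1 to 4, 5 to 8, 2 to 4, 0 to 3, 7 to 9 and 1 to 3, and lists over 0 to 1, 10 to 15, 2 to 3, 1 to 5, 8 to 13 and 4 to 8. The rank correlation of effects ranged over 0.245 to 0.433 for 8 and 20 weeks, 0.0689 to 0.146 for 8 and 34, 0.184 to 0.328 for 20 and 34, 0.0654 to 0.158 for CHOW time and HFD at 34 weeks, and 0.111 to 0.287 for CHOW time and HFD at 8 weeks. The libraries that moved a count are named in the report.

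Among values called with or without an alternative, the direction of 1 was reversed. The cytosolic ribosome list, 8 to 20 weeks on HFD, had a median of -0.142 with quantile normalization (adjusted p 5.74e-05; 0.13 and 0.329 without it), and the cause was not tested. No other called value of a named gene, panel gene or list changed sign, while 453 uncalled ones did under some alternative. Of the 30 calls of named genes (a gene named in 2 comparisons counts for each), 18 were lost with the adipocyte covariate, 8 with no filter, 8 of 21 in the 2 groups only fit, 5 with the replicate block, 4 with the germ cell covariate, 4 with the pseudocount of 0.1 TPM, 3 with quantile normalization, 2 of 28 with the filter at 5 TPM, 1 with median-ratio scaling, 1 with the macrophage covariate and none with sample quality weights. Fry with a mean-variance trend moved no list over the threshold. TPM keeps no read depth, so what depth limits was not assessed.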

Other observations

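The covariates, the second lists, the shuffles and the use of median-ratio scaling as a test of dilution were chosen only after the results they bear on had been seen.

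The count of genes changed by HFD at 8 weeks was 4 here, and 209 with sample quality weights. The former is far lower than the size the study gives in words. The study tested counts, which TPM values do not allow, and this difference was not traced.

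Splits of the libraries of a comparison into other groups of the same sizes bear on chance. For HFD at 8 weeks, 4 of 100 splits gave as many as the real 4 genes, and the highest of the others gave 842. At 20 weeks 2 of 100 gave as many as the real 2405, and the highest of the others, 2827, came from the split that differs from the real one by HFD 20 week replicate 6 placed with CHOW. At 34 weeks 2 of 100 gave as many as the real 34, and the highest of the others gave 121. From 8 to 20 weeks 2 of 100 gave as many as the real 103 on CHOW (highest other 141), and 1 of 100 as many as the real 1475 on HFD (highest other 572). Chance can be excluded at the level of 1 in 20 for these 5 counts, though at 8 weeks only narrowly.

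The prediction made before the covariate tests was that a fall of the count by more than 1.5 times would count for the explanation. The reading that a fall which shuffled scores also give decides nothing was added after the shuffles had been seen. It applies to the germ cell score at 20 weeks and the adipocyte score at 34 weeks. With the adipocyte score at 20 weeks the fall, from 2405 to 70 genes, also went past 1.5 times. Shuffled scores called as few in 5 of 100 shuffles there, on the edge of the level of 1 in 20, so that fall is not settled.

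Germ cell RNA in some HFD libraries was tested as an explanation of the calls with the germ cell score as a covariate. At 8 weeks 4 genes were called, the same 4 as without it, which argues against it there. At 20 weeks 863 were called, of which 818 were among the 2405 called without it, which argues against it as the whole account. For the genes that lost their call it cannot be told apart from the diet, because germ cell scores were higher on HFD. When the score was shuffled among the libraries of each group, 28 of 100 shuffles called as few genes (median 1143, range 468 to 3706). All 2405 genes kept their direction with the real score, and their median absolute log2 fold change was 0.78 with it and 0.95 without it. At 34 weeks the germ cell score left 7 genes, 5 of them among the 34 called without it. The score was not shuffled there, so germ cell RNA remains open as an explanation of those calls.

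A change in macrophage content alone is another possible explanation of the calls at 20 weeks. With the macrophage score as a covariate 1666 genes were called, 1500 of them among the 2405, which argues against it as the whole account. Of 100 shuffles of the score within groups, 37 called as few. The adipocyte score as a covariate left 70 genes at 20 weeks, 64 of them among the 2405, and 5 of 100 shuffles called as few (median 344, range 27 to 1852). Of the 2405 genes 2378 kept their direction with that score, and their median absolute log2 fold change was 0.72 with it. That score was lower on HFD in all libraries of 20 weeks, with a mean of 5.44 (SD 0.292) against 6.54 (SD 0.237) on CHOW. A model with both terms therefore has little left to tell them by. A fall in adipocyte RNA alone would move the lists of other cell types alike, while lipid-associated macrophages rose (median 3.08) and regulatory T cells (-1.27) and mesothelial cells (-1.88) fell, which argues against it as the whole account. How many of the lost calls go with that fall remains open.

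At 34 weeks 0 genes were called by limma with the adipocyte score as a covariate, where 34 had been called without it. Of 100 shuffles of the score within groups, 64 also called as few. Adipocyte RNA in some CHOW libraries would dilute all other transcripts alike. Median-ratio scaling moved the median log2 fold change of all genes from 0.10 to -0.00 and still called 32 genes, 30 of them among the 34, which argues against dilution as the whole account. Other differences that go with the adipocyte score cannot be told apart from the diet, because the score was higher in 5 of 7 CHOW libraries than in any HFD library. All 34 genes kept their direction, and their median absolute log2 fold change was 1.22 with the score as a covariate and 1.73 without it.

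Ifnb1 was at 170 ± 124 TPM (SD, n = 5) in CHOW and 31.6 ± 19.8 TPM (n = 6) in HFD at 20 weeks. It was at 3.27 ± 3.21 TPM (n = 4) in CHOW and 1.60 ± 1.83 TPM (n = 6) in HFD at 8 weeks. At 34 weeks it was at 0.306 ± 0.391 TPM (n = 7) in CHOW and 0.113 ± 0.176 TPM (n = 6) in HFD. The tables of 8 and 20 weeks and of 34 weeks were made apart, so the last values are not set against the others. Hpca and Fndc5, 2 of the 4 genes called at 8 weeks, lie near each other on chromosome 4.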
